A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

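Custom Agilent arrays with 966371 spots besides the control spots were used for tail DNA of 2 parents and 7 progeny of a non-irradiated family. Per the file headers, the authors extracted the spots with Feature Extraction 10.7.1.1, and probe positions are those of the mouse build mm9. The deposited scanner tables give a processed intensity for each dye, from which the authors' software had subtracted the background and a spatial trend and in which it had normalized the dyes by a linear factor. They also give median spot and local background intensity, flags, and a log10 ratio of Cy5 over Cy3, which per the file headers and the values is the ratio of the processed signals and is not centred. The value table deposited by the authors holds a log2 ratio on every array; set against the scanner values, it is the reference over the animal, with a largest difference of 1.13e-06, it is not centred (medians between −0.018 and 0.016 per column), and it matches 964482 of the 966371 spots. Its scale, centring and direction are settled by this match.

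For the main values the log2 ratio of the processed signals was taken as animal over reference on every array from the dyes in the labels. Control spots and spots marked as non-uniform or population outliers (133 to 212 per array) were left out, spots of 1 probe were averaged, which gave 950749 probes, and each array was centred on its autosomal median. The 2 arrays of a mouse are technical replicates and count as 1 animal. No loess or quantile step was applied, since copy number may shift many probes one way. The 36 unplaced probes were not used here. Arrays of different mice with one dye orientation correlated between −0.08 and 0.488 (median 0.294) and the exchanged arrays of a mouse between −0.412 and 0.04, a dye effect that the mean of both arrays cancels. At the 383 probes of the intervals, the exchanged array of the same mouse was the best match for 7 of 9 mice, the exceptions being progeny 2, which had r = −0.235 and no called interval, and progeny 3; this check of the labels is partly circular, since the intervals were chosen because both arrays of a mouse were alike there.

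Calls followed the rule of the study's methods. A probe was positive when its log2 ratio was beyond 0.8 in one direction on both arrays, or when it and a neighbour were beyond 0.5 in one direction on both arrays. Positive probes of one direction were joined across at most 1 other probe. Regions of different mice that shared a positive probe formed a locus, and a mouse carried a locus when its mean was beyond 50% of the median of the mice in which it was called. A de novo candidate had no positive probe in either parent and differed from each parent by more than 0.5 on both arrays. It was set against 10000 random windows of as many probes. Parents and progeny were compared by two-sided exact permutation tests over 36 splits, transmission by exact binomial tests against 50%, and probes by limma 3.58.1 (lmFit and eBayes on the mean of both arrays of each mouse, Benjamini-Hochberg adjusted p under 0.05, and a mean beyond 0.5 for the family against the reference). The reference enters as 1 mouse in these tests, so that its own spread is left out. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

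These rules, the tests and the alternatives were fixed before the data were examined, with 1 departure: normexp had been planned on mean spot signals, which the files do not hold, and was run on median signals. The text names up to 12 Type L candidates with most positive probes, the 4 largest Type S candidates, 12 parental loci with most positive probes, loci carried by all 9 mice (there were 0), 5 probes per limma comparison with a call, and the 2 genes that the study lists for progeny 4 and 5. Chosen after the data were examined were the windows (10 consecutive probes with a mean beyond 0.3 in one direction on both arrays, joined where they overlapped; runs from 20 probes were kept, joined between mice within 100 probes and trimmed to the stretch with the highest sum of the log2 ratio beyond 0.3, which is the interval described and can be shorter than 20 probes; a shorter window with a higher threshold had also been looked at), the shuffles of the probe order, the counts of probes, regions and candidates without progeny 1, the transmission of loci called in the parent, the numbers used to summarise counts (the median per mouse and the total of de novo Type L candidates), and the comparison of channels. For that comparison the log2 processed signal of each channel was centred on its median and set against the mean of the same dye and channel in the other mice, leaving out the mice that share the interval or, for single candidates, the scan day; the spread comes from 10000 random windows.

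The calling was tested on simulated changes added to 950622 real probes in shuffled order. A 1-copy loss of 2, 4 or 8 probes in a single mouse was called in 89%, 98% and 100% of 100 placements. A gain to 3 copies of 4, 8, 16 or 40 probes was called in 16%, 54%, 76% and 96%, and by the windows in 7%, 94%, 100% and 100%. As de novo candidates the losses were found in 82%, 94% and 100% and the gains in 8%, 26%, 49% and 78%. The losses measured in progeny 4 and 5 averaged −0.91 and −0.87, where a 1-copy loss gives −1. The shares for such losses may therefore be lower. Outside the simulated changes, 5 Type L regions were called in the shuffled probes of progeny 5 and 321 in those of progeny 1, and the windows gave 5 false runs in progeny 5, where 9 runs were seen in the data. In the test of the family against the reference, limma recovered 47.5% of 200 simulated shifts of 0.5 and 100% of shifts of 1. A call there also needed a mean beyond 0.5, and the median estimate for shifts of 0.5 was 0.496. The share of 47.5% is therefore limited by that threshold and does not measure power alone. In the test of progeny against parents it recovered 0% of shifts of 0.5, 77% of shifts of 1 and 99.5% of shifts of 2, with 9 false calls.

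The alternatives were normexp with an offset of 50, loess, the authors' log ratios, the value table, subtraction of a running median over 201 probes, a filter that kept 809305 probes, other thresholds and margins, a single dye orientation, other joining rules, leaving out each parent for the candidates and each mouse in limma, all 18 arrays with a correlation per mouse, and scan day as a block. The gene groups planned for the loci were not analysed here, since the array positions are mm9 and the annotation at hand is of another build, and no position was converted. For the same reason no gene was assigned to a region.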

Results

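Tail DNA of 1 non-irradiated C57BL/6J/Nrs family was measured by array comparative genomic hybridization, in which the DNA of a mouse and of a male reference mouse are labelled with different dyes and bound to the same probes. The family consisted of 2 parents (parent 1, the sire, and parent 2, the dam) and 7 progeny. Each mouse was hybridised on 2 arrays with the dyes exchanged, so that 18 arrays gave 9 animals, and no mouse was irradiated. The arrays carried 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes and 23 Y probes, with mm9 positions. Median spot signals ranged from 84 to 150 in the animal channel and from 77 to 147 in the reference channel, over median local backgrounds of 21 to 45. The spread of log2 ratios between neighbouring probes was 0.27 to 0.32 for 8 of the mice and 0.39 for progeny 1, whose arrays also had the largest share of spots not well above background (7.49% in the animal channel and 9.93% in the reference channel). The number of arrays limits the precision of every value.

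Sex-linked probes gave the size of a known copy number step, because the reference was male. The mean log2 animal/reference ratio over the 68 X probes was 0.06 ± 0.29 (SD over probes) in parent 1 and −0.03 ± 0.37 in progeny 1. It was 0.93 ± 0.23 in parent 2 and 0.83 to 0.98 in progeny 2 to 7. Over the 23 Y probes the mean was 0.02 in parent 1 and 0.10 in progeny 1, −2.44 in parent 2, and −2.32 to −2.60 in progeny 2 to 7. The sample labels give the sex as male for all 9 mice, whereas the series design calls parent 2 female.

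The first screening asked how many probes of each mouse differed from the reference. Parent 1 had 396 positive probes, parent 2 had 465, and progeny 2, 3, 4, 5, 6 and 7 had 425, 552, 354, 435, 681 and 283. Progeny 1 had 4920. Probes that passed the same thresholds in opposite directions on the exchanged arrays, which cannot be copy number, were more numerous than positive probes in every mouse except progeny 6, with 1737 in parent 1, 992 in parent 2, 6756 in progeny 1 and 630 to 3507 in the other progeny. The mean number of positive probes was 430.5 ± 48.8 (SD, n = 2) in parents and 1093 ± 1693 (SD, n = 7) in progeny, and the difference was within the spread between mice (two-sided exact permutation p = 0.611; smallest possible p with 36 splits 0.028). Without progeny 1 the progeny mean was 455 ± 143 (SD, n = 6; exact permutation p = 0.893). With normexp, which starts from other signals and adds an offset to both channels, progeny 1 had 5 positive probes, the fewest of the 9 mice, and the others had 10 to 57.

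**Figure D1:**
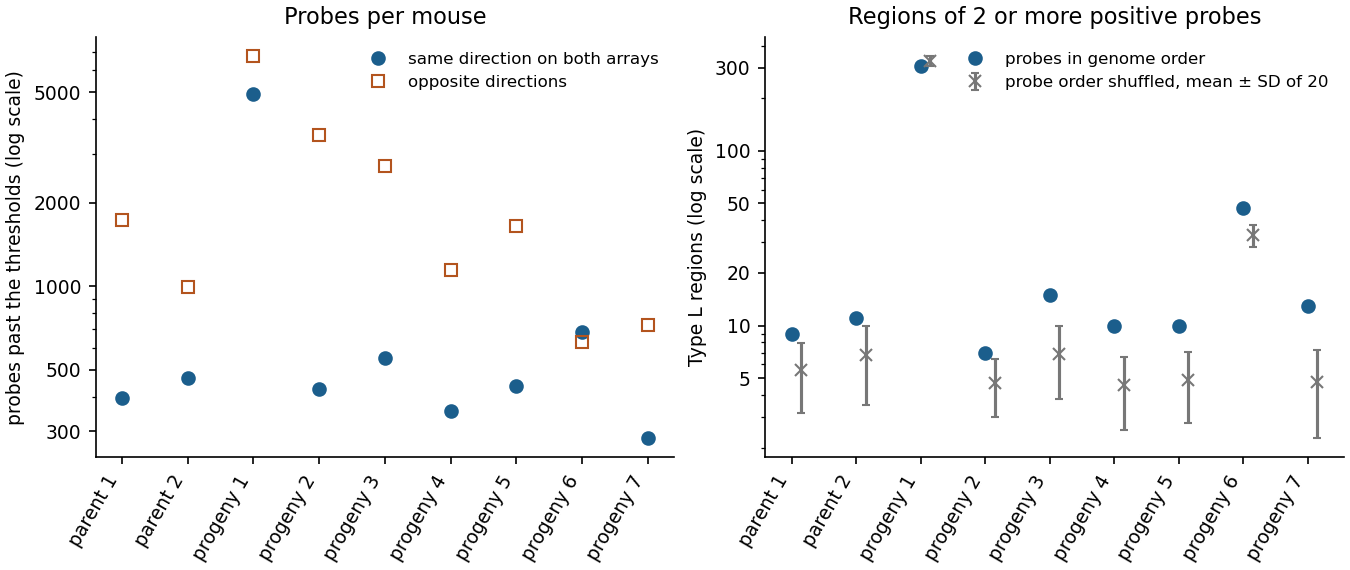
Probes past the thresholds per mouse (left) and regions of 2 or more positive probes per mouse (right), both on log axes, for the 2 parents and 7 progeny. Crosses give the mean and SD of 20 shuffles of the probe order, and progeny 1, with 308 regions, lay within its shuffles (296 to 379).

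Regions with 2 or more positive probes are called Type L, and those with 1 are called Type S. Type L regions numbered 9 in parent 1, 11 in parent 2, 308 in progeny 1, and 7, 15, 10, 10, 47 and 13 in progeny 2 to 7. When the order of the probes was shuffled 20 times, the mean number was 5.55 in parent 1, 6.75 in parent 2, 328 in progeny 1, 32.9 in progeny 6 and 4.55 to 6.85 in the other progeny, so that chance neighbours alone gave 61% or more of the number seen in parent 1, parent 2 and progeny 1, 2 and 6, and 37% to 49% in progeny 3, 4, 5 and 7. With normexp the regions numbered 2 in progeny 1, 11 in progeny 6 and 1 to 9 in the other mice. Parents and progeny were not distinguishable in Type L regions (exact permutation p = 0.472) or Type S regions (exact permutation p = 0.639). Over all mice there were 7640 loci, of which 399 were Type L loci, and 298 of these were called in progeny 1 alone. None was carried by all 9 mice, 51 were carried by exactly 1 parent, 1 by both parents and 347 by no parent.

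Larger changes were found by averaging windows of 10 probes on both arrays, a rule chosen after the Type L list had been seen, and by trimming each run of such windows to its most shifted stretch. It gave 8 intervals, of which 3 were gains passed from a parent to some of the progeny. A gain of 74 probes on chromosome 4 from 101110482 to 101270535 had a mean log2 ratio of 0.59 ± 0.17 (SD over probes) in parent 1 and of 0.56 in progeny 1, 0.56 in progeny 3, 0.59 in progeny 5 and 0.48 in progeny 7, against −0.05 to 0.02 in the other mice. A gain of 41 probes on chromosome 15 from 47250664 to 47368064 had means of 0.53 ± 0.18 in parent 1, 0.57 in progeny 4 and 0.60 in progeny 6. A gain of 114 probes on chromosome 4 from 122938868 to 123171987 had means of 0.58 ± 0.17 in parent 2 and 0.56 in progeny 3. These means lay between 0.48 and 0.60, where 3 copies to 2 would give 0.58. After subtraction of a running median, the means over the mice with the gain were 0.38 near 101 Mb and 0.22 near 123 Mb on chromosome 4. The mean on chromosome 15 was 0.49. A gain that fills much of the stretch used for the running median raises that median and is partly removed. The smaller values of the longer gains therefore do not test whether they are real. The Type L calls covered each of these gains only in pieces, the longest being 9 positive probes on chromosome 15 from 47295930 to 47320970, 7 on chromosome 4 from 123145818 to 123161123 and 5 on chromosome 4 from 101205199 to 101218990. Other pieces of 3 or 4 positive probes started at 101122457, 101138898, 101168757, 101176044, 122977190 and 123125332 on chromosome 4 and at 47361585 on chromosome 15. A piece of 3 positive probes from 47277409 on chromosome 15, tied with the last of the 12 parental loci named by rule, was added after its values were seen.

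**Figure D2:**
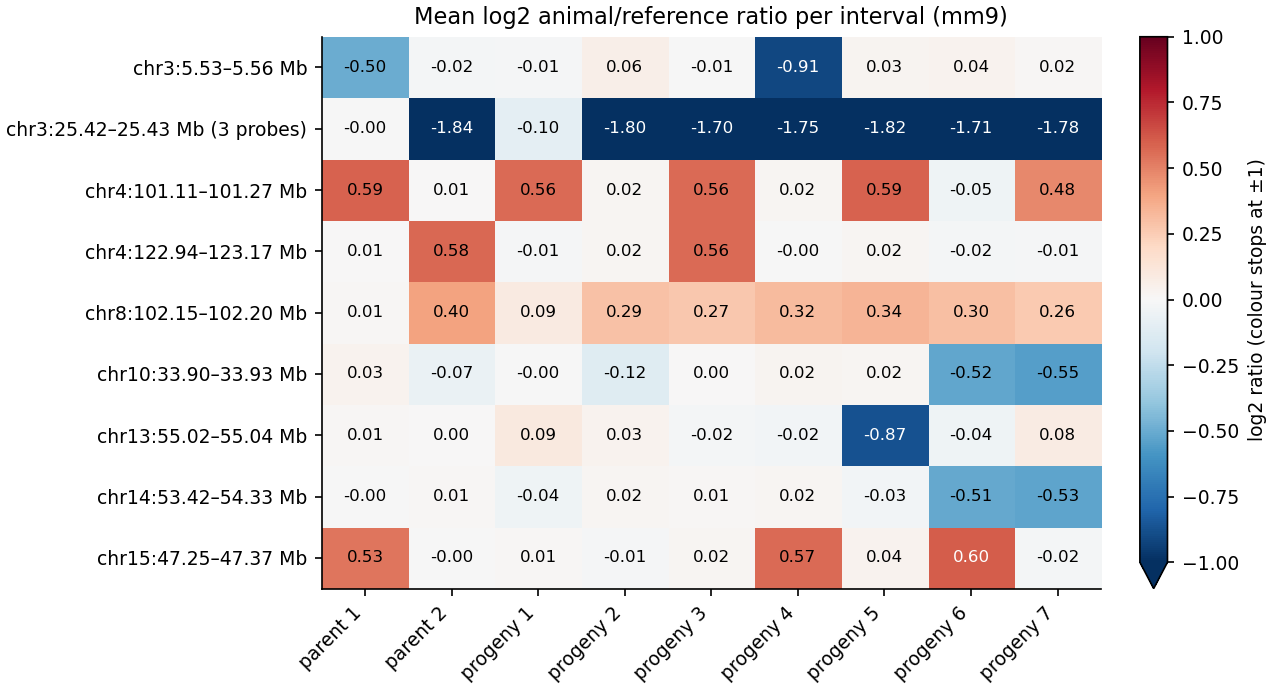
Mean log2 animal/reference ratio of the 8 intervals and of the 3-probe loss on chromosome 3 (mm9 positions) in each mouse, on a colour scale that stops at ±1. The gain on chromosome 4 near 101 Mb is at 0.48 to 0.59 in parent 1 and progeny 1, 3, 5 and 7.

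A loss of 3 probes on chromosome 3 from 25417435 to 25432738 was the deepest of the loci named here that a parent carried. Its mean was −1.84 in parent 2 and −1.70 to −1.82 in progeny 2 to 7, against 0.00 in parent 1 and −0.10 in progeny 1. The mice with the loss were those whose Y probes were low. On chromosome 8 an interval of 18 probes from 102148548 to 102203013 had a mean of 0.40 in parent 2 and 0.26 to 0.34 in progeny 2 to 7, against 0.01 in parent 1 and 0.09 in progeny 1. Both patterns followed the X and Y probes, and so the sex that these probes give, in every mouse.

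The family analysis asked which changes of a progeny mouse were present in neither parent. An 8-probe loss in progeny 5 on chromosome 13 from 55026489 to 55043215 had a mean of −0.98 (−0.93 and −1.03 on the 2 arrays), against −0.01 in parent 1, 0.05 in parent 2 and −0.05 to 0.13 in the other progeny. None of 10000 random windows of the same length in that mouse differed from both parents as much. The loss had been chosen for differing from both parents, so this comparison cannot tell a real loss from a chosen artefact. The 4 largest Type S candidates named below also gave 0% of windows, and the 3-probe candidates of progeny 1 gave 0 to 0.05%. The windows covered 23 probes from 55009731 to 55059251 (−0.51), which were trimmed to an interval of 12 probes from 55018942 to 55043215, a span of 24.3 kb with a mean of −0.87 ± 0.34 (SD over probes). With normexp the mean of the 8-probe loss was −0.60. The study lists the gene 4930526F13Rik for a deletion in this mouse, chosen on these samples; no gene was assigned here, because the array positions and the annotation use different genome builds.

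Progeny 4 had a loss of 12 probes on chromosome 3 from 5526380 to 5559278, a span of 32.9 kb, with a mean of −0.91 ± 0.15 (SD over probes). The study lists Pex2, a gene of peroxisome assembly, for a deletion in this mouse, also chosen on these samples. Parent 1 was low over the same probes, with a mean of −0.50 ± 0.20 (SD over probes), and all 11 of its measured probes were below 0. The mean was −0.49 on the array with parent 1 in Cy5 and −0.50 on the array with it in Cy3. Parent 2 had a mean of −0.02, and the other progeny lay between −0.01 and 0.06. Progeny 4 was lower than parent 1 by a mean difference of −0.41 (two-sided exact sign permutation p = 0.00195 over 11 probes, which are not independent animals). The window rule also gave a run of low probes in parent 1, from 5516390 to 5562669 (15 probes, mean −0.41). It was 1 of 3 runs in that mouse, where 77 passed in opposite directions on the exchanged arrays. That run was too short to be kept. The interval rests on the longer run of progeny 4 alone and was trimmed to its most shifted stretch. The comparison with parent 1 therefore leans towards a lower value in progeny 4. With normexp the means were −0.48 in progeny 4 and −0.27 in parent 1. Because parent 1 was low, the loss in progeny 4 was not counted among the de novo candidates.

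**Figure D3:**
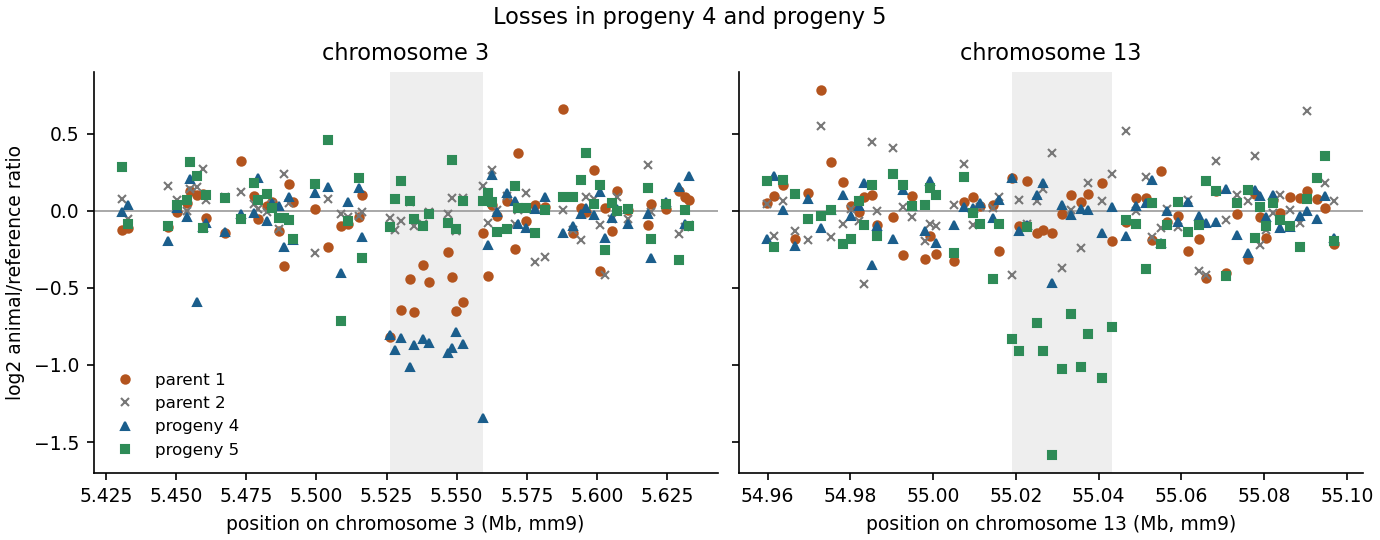
Log2 animal/reference ratio of each probe by position (mm9) around the losses of progeny 4 on chromosome 3 and progeny 5 on chromosome 13, with the intervals shaded. Parent 1 averages −0.50 over the chromosome 3 interval, between progeny 4 at −0.91 and parent 2 at −0.02, and both parents lie near 0 over the chromosome 13 interval.

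De novo Type L candidates numbered 1, 2, 2, 1, 17 and 6 in progeny 2 to 7 and 142 in progeny 1, a total of 171, or 29 without progeny 1. With normexp they numbered 0 in progeny 1 to 4, 1 in progeny 5, 8 in progeny 6 and 3 in progeny 7, so that no candidate of progeny 1 was left. The chromosome 3 loss of progeny 4 also shrank with normexp, from −0.91 to −0.48, smaller than the threshold of 0.5 for neighbouring probes. A candidate lost with normexp is therefore not shown to be false. The 6 candidates of progeny 7 fell to 1 with the running median or the value table. They fell to 3 with the authors' log ratios or gaps of up to 3 probes, and numbered 4 to 6 with loess, the probe filter or no gap. All 6 lay in the chromosome 14 interval described below. Its length lowers the running median, so the fall with that setting does not test these candidates. Type S candidates numbered 2888 in progeny 1 and 105 to 311 in the others. Candidates with 4 or more positive probes were 1 in progeny 5, 4 in progeny 6 and 2 in progeny 7. Those of progeny 6 and 7 all lay on chromosome 14 between 53471599 and 53759064, with means of −0.65 to −0.96 in progeny 6 and of −0.71 and −0.90 in progeny 7, and a 3-probe loss in progeny 7 from 53641440 to 53673548 had a mean of −0.98. The longest candidates of progeny 1 had 3 probes, namely losses on chromosome 4 from 16695837 (−1.05) and from 119010940 (−0.71), a loss on chromosome 1 from 40351834 (−0.68) and a gain on chromosome 1 from 155020318 (0.76). The 4 largest Type S candidates were a gain in progeny 3 on chromosome 3 at 136227172 (2.64, with 0.92 and 4.36 on the 2 arrays), and in progeny 1 a gain on chromosome 2 at 103944558 (2.47) and losses on chromosome 11 at 100130233 (−2.43) and chromosome 2 at 165377476 (−2.40). With normexp these 4 values were 0.40, 0.11, −0.21 and −0.13, and the 3-probe candidates of progeny 1 were at −0.18, −0.24, −0.12 and 0.11. The chromosome 14 losses from 53539909 and from 53706145 were candidates in both progeny 6 and progeny 7.

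Progeny 6 and 7, the only mice scanned on the fifth of the 5 scan days, shared their largest losses. Over 93 probes on chromosome 14 from 53424661 to 54332051 the mean was −0.51 ± 0.41 (SD over probes) in progeny 6 and −0.53 ± 0.30 in progeny 7, and over 19 probes on chromosome 10 from 33897213 to 33933441 it was −0.52 ± 0.20 and −0.55 ± 0.15. The other 7 mice had means between −0.12 and 0.03 over both intervals. With the running median subtracted, the mean over progeny 6 and 7 was −0.27 on chromosome 14 and −0.50 on chromosome 10. The chromosome 14 interval is long enough to lower the median that is subtracted, so its smaller value does not test that loss. Each channel was then compared with the same dye and channel of the mice outside the set compared, a step added after the shared losses had been seen. The reference channel of progeny 6 and 7 was higher by 0.53 and 0.52 over the chromosome 10 interval and by 0.48 and 0.48 over the chromosome 14 interval, whereas their animal channels differed by −0.04 to 0.04. For the losses of progeny 4 and 5 and for the loss of parent 1 on chromosome 3 the animal channel was lower, by −0.96, −0.84 and −0.48, and the reference channels differed by −0.03 to 0.05. Of the 23 de novo Type L candidates of progeny 6 and 7, 13 lay in the chromosome 10 and 14 intervals that had prompted this comparison, and all 13 had the larger part of their ratio in the reference channel. The 10 outside them were all of progeny 6, and 8 had the larger part there, some by little (−0.37 in the animal and 0.39 in the reference channel on chromosome 8 from 65492185), against 1 of the 6 candidates of progeny 2 to 5.

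**Figure D4:**
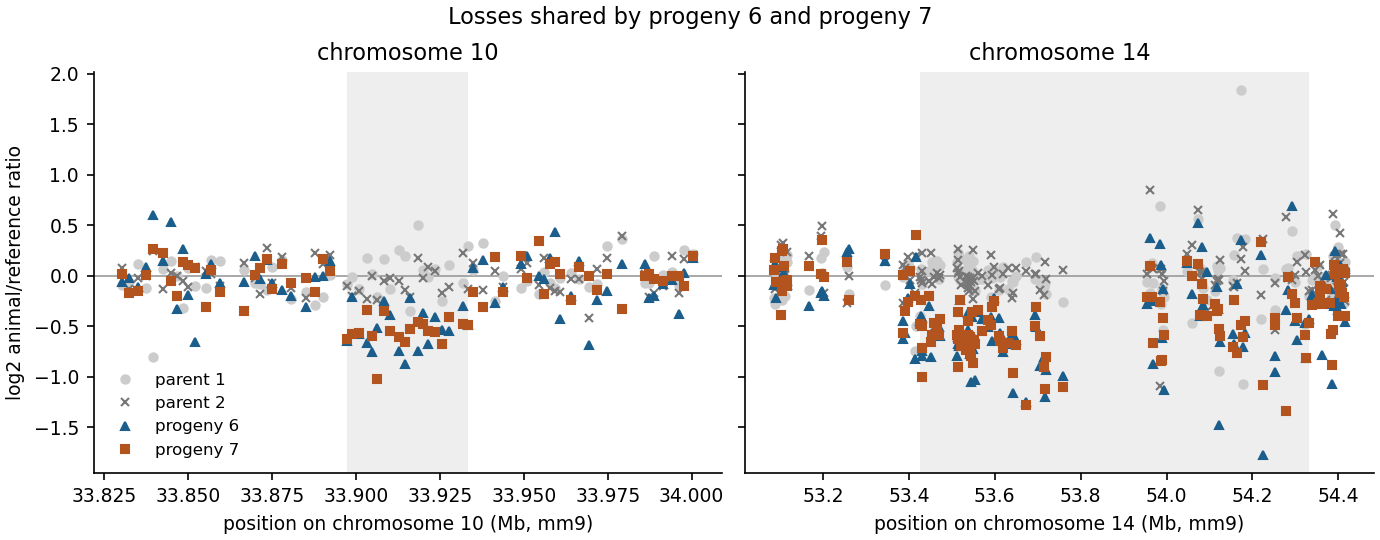
Log2 animal/reference ratio of each probe by position (mm9) around the chromosome 10 and 14 intervals, shaded, in both parents and in progeny 6 and 7. Progeny 6 and 7 average −0.51 to −0.55, and the parents lie near 0.

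**Figure D5:**
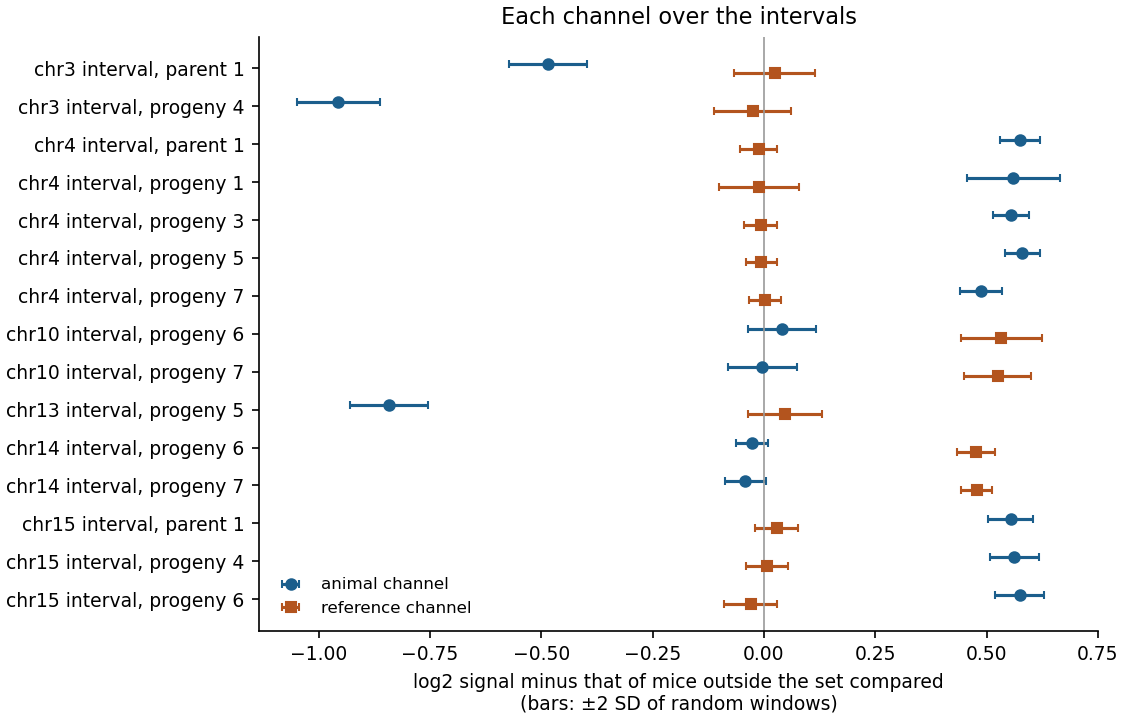
Log2 signal of the animal and reference channels over the intervals, minus the mean of the mice outside the set compared, with bars of ±2 SD of random windows of as many probes. The chromosome 4 interval is the one near 101 Mb. The reference channel departs from 0 by more than its bars only in progeny 6 and 7 on chromosomes 10 and 14 (0.48 to 0.53).

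Transmission was counted for the 51 Type L loci that exactly 1 parent carried, 30 from parent 1 and 21 from parent 2. Of the large gains, that of parent 1 on chromosome 4 was found in 4 of 7 progeny, its gain on chromosome 15 in 2 of 7 and the chromosome 4 gain of parent 2 in 1 of 7. A mean of 1.86 ± 1.37 (SD, n = 51 loci) of the 7 progeny carried a locus. Of the 51 loci, 28 had been called in progeny only, 24 of them in a single progeny mouse, so that their choice fixed at least 1 carrier. The 23 loci called in the parent itself, a choice made after the data were seen, had a mean of 1.91 ± 1.68 (SD) progeny carriers, with 0 in 4, 1 in 9, 2 in 3, 3 in 1, 4 in 5 and 6 in 1, and a smallest adjusted p of 0.0898. The locus with 6 carriers was the loss on chromosome 3 from 25417435, which followed the Y probes. An equal chance gives 3.5 carriers, and 29 of the 51 loci and 13 of the 23 had 0 or 1. The test of single loci had little power: the smallest two-sided exact binomial p was 0.0156, which is also the smallest that 7 progeny can give (adjusted p = 0.199 over the 51), and a call after Benjamini-Hochberg adjustment needed 16 of the 51 loci or 8 of the 23 at that p, so that 0 calls do not show an equal chance. Many of the loci were pieces of the large gains on chromosomes 4 and 15. Pieces of one gain are not independent loci, so the means and SDs over loci count the same gain repeatedly. The piece on chromosome 4 from 122984128 had 0 progeny carriers, with 0.85 in parent 2 and 0.26 in progeny 3. It lies in the gain that progeny 3 also had. When a carrier was a mouse with a positive probe in the locus, 11 of the 24 loci then tested passed, with a mean of 1.21 progeny carriers over the 24. A pass needs 0 or 7 carriers. Shuffled probes gave 61% or more of the Type L regions seen in each parent, and a simulated 4-probe gain was called in 16%. False calls in a parent lower the carriers in all these counts. Missed calls in progeny lower them where a positive probe made a carrier. For the 51 and the 23 loci the mean over the locus made a carrier. That rule assigned 97.3% to 98.2% of mice right at simulated gains and 100% at simulated losses. Because of the false calls and the dependent pieces, these counts do not show unequal transmission.

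The family as a whole was compared with the reference to find probes at which all mice differed from it. Limma called 3 autosomal probes with an adjusted p under 0.05 and a mean log2 ratio beyond 0.5, each on a different chromosome. Probe A_67_P07959016 on chromosome 13 at 95707465 had a mean of 1.73 ± 0.09 (SE, n = 9; limma adjusted p = 6.11e-05) and was higher in 9 of 9 mice, at 1.22 to 2.21; its mean was 0.95 with normexp, and the probe filter left it out. Probe A_67_P04108540 on chromosome 1 at 57832343 had a mean of −0.58 ± 0.05 (limma adjusted p = 0.0326), at −0.79 to −0.22. Probe A_67_P02869121 on chromosome 14 at 65230870 had a mean of −1.08 ± 0.11 (limma adjusted p = 0.046), but −0.30 in parent 1 and −0.46 in progeny 1 and −1.03 to −1.47 in the others. Probes A_67_P02705648 (−0.48) and A_67_P07841222 (−0.44) passed the adjusted p but not the size. The count was 30 without parent 1, 38 without progeny 1, and 1 without progeny 2, 4, 5 or 7, so it rests on single mice. Parent 1 and progeny 1 were the mice whose X and Y probes lay near the male reference. Without them, 24 of the 30 and 35 of the 38 called probes were lower in the family. Differences that go with sex can therefore enter this comparison and were not separated from it.

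No probe differed between progeny and parents in limma (0 called; 31105 probes with an unadjusted p under 0.05 of 950622 tested, smallest adjusted p = 0.879). Without progeny 1 there was 1 call. With scan day as a block there were 1427 calls, 460 higher and 967 lower in progeny. That fit rests on 1 scan day, the only one that held both groups, and so on parent 2 against the noisy progeny 1; no other scan day gives a value.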

Values the study reported

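For this family the study reported 2 de novo deletions. Both were also positive on its second array with closer probes and in its quantitative PCR. In the mouse called progeny 4 here, a deletion on chromosome 3 was positive at 9 probes in the first screening and had an estimated size of 34,160 bp. In the mouse called progeny 5, a deletion on chromosome 13 was positive at 10 probes in the first screening and had an estimated size of 25,412 bp. The study gave the sex of both mice as female.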

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

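The tests of parent 1 by random windows, mixed DNA and partial loss, the size, parental and chromosome 15 values for progeny 6 and 7, and the tests of the 25 Mb loss were chosen after those results were seen; the channel tests were written before their values were computed. Progeny values far from the other 6 were looked for in 21 measures and found in 14; chance gives about 1 in 20 independent measures. That rate is no yardstick for these 14, since the intervals were chosen because mice carried them and the other measures repeat the noise or the sex of 1 mouse.

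Progeny 1 stood apart in its share of dim spots (7.49% in the animal channel and 9.93% in the reference channel, nearest other progeny 2.23% and 1.93%), in positive probes (4920 against 681), Type L regions (308), Type S regions (4294), de novo Type L candidates (142), de novo Type S candidates (2888) and window segments (317 against 19). With normexp it had the fewest positive probes (5) and 0 de novo Type L candidates. It also stood apart in the X mean (−0.033) and Y mean (0.10), and in the chromosome 8 interval (0.092). Progeny 4 stood apart on chromosome 3 near 5.5 Mb (−0.91), progeny 3 in the chromosome 4 gain near 123 Mb (0.56) and progeny 5 on chromosome 13 (−0.87).

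Parent 1 had a partial loss over the interval that progeny 4 had lost. None (0) of 10000 random windows were as low on both arrays of parent 1, which argues against a chance run of low probes. DNA of progeny 4 in the sample of parent 1 would need a share that puts the X probes at 0.66 and the chromosome 4 gain at 0.25, and the measured values were 0.061 and 0.59. An extra copy in the reference hybridised with parent 1 would raise the reference channel, which differed by 0.024 from the other mice, while the animal channel was lower. The mean of −0.496 (−0.27 with normexp) is what raised the hypothesis of a loss in part of the tail cells of parent 1, a mosaic sire that passed it to progeny 4, so that it cannot test it, and DNA of another mouse is not excluded.

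The shared losses of progeny 6 and 7 had a mean of −0.527 against −0.888 for the losses of progeny 4 and 5, but −0.443 against −0.523 with normexp, so that their size does not tell the copy number. Neither parent lay below −0.068, which argues against a 1-copy loss inherited from a parent. The chromosome 15 gain of progeny 6 was absent from progeny 7 (−0.018), which argues against mixed samples. The animal channel differed from that of the other mice by −0.0079 on average and the reference channel by 0.503, which argues against less DNA in the animals and is consistent with more DNA of these intervals in the reference channel. The labels name 1 reference mouse for all arrays, and whether another mouse or another lot, or an extra copy, was behind this stays open.

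The loss on chromosome 3 at 25 Mb differed by −1.74 between parent 2 and progeny 1, which were scanned on one day, which argues against an effect of scan day. The highest of the 6 progeny with the loss was at −1.70, below what a 1-copy autosomal loss gave in progeny 4 and 5. It went with the Y probes in 7 of 7 progeny, which raised the explanation of probes that also bind sequence on the Y chromosome and so cannot test it. No sequence search of the probes was made, and this and other differences that go with sex stay open.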

How the results depend on the processing

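The windows, the loci called in the parent, and leaving out progeny 1 from the counts of probes, regions and candidates were alternatives chosen after the data were seen; the others, among them leaving out each mouse in limma, were planned, normexp on mean in place of median signals. Of 105 alternative values of the main results 67 kept within the spread or 1.5 times of the reported count, and of 152 values of single regions and probes 131 kept within their spread; none changed sign. That spread is wide for single probes, and with normexp the gain of progeny 3 on chromosome 3 fell from 2.64 to 0.40 inside it. Normexp adds 50 to both channels, which draws ratios of dim spots towards 0. The chromosome 3 loss of progeny 4 also shrank with it, from −0.91 to −0.48. Median positive probes per mouse (435) were 22 with normexp, 44 with the probe filter, 757 and 176 at thresholds of 0.7 and 1, 2314 with the mean of both arrays, and 20003 and 23138 with the animal in Cy5 or Cy3 only. Median Type L regions (11) were 4 with normexp, 7 with the running median, 6 with the filter, 44 and 5 at adjacent thresholds of 0.4 and 0.6, 131 with the mean of both arrays, and 3454 and 4506 with Cy5 or Cy3 only. De novo Type L candidates (171) were 12, 69, 402, 60, 2971, 17804 and 16369 with normexp, the filter, 0.4, 0.6, the mean, Cy5 only and Cy3 only, 296 at a margin of 0.3, 390 with no margin, and 29 to 281 with a mouse left out (281 without parent 1, 244 without parent 2, 29 without progeny 1). Loci past the transmission test (0) were 11 of 24 where a positive probe made a carrier. Probes of the family against the reference (3) were 5 with no minimum, 28 with the filter, 44 with 18 arrays (correlation within a mouse −0.192) and 1 to 38 with a mouse left out (30 without parent 1, 38 without progeny 1, 1 without progeny 2, 4, 5 or 7). Probes of progeny against parents (0) were 0 to 1 with a mouse left out (1 without progeny 1) and 1427 with scan day as a block, which uses parent 2 and progeny 1 only. The counts with a single dye hold the dye effect that the exchange removes, and the filter removes probes. The running median takes away part of any change that fills much of its stretch. The other causes were not tested. The gene groups were not run, and the value table gives no value where it lacks the probes of a region. No paired analysis was possible because parents and progeny are different mice whose numbers do not pair them. Signals of 77 to 150 over backgrounds of 21 to 45 limit single probes, above all in progeny 1.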

Other observations

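Progeny 6 and 7 shared 16 Type L loci that no other mouse carried by the rule for carriers, all losses and 9 of them on chromosome 14. In 1 of these, on chromosome 14 from 54122647, parent 1 was also called, with a mean of −0.30. The other 20 pairs of progeny shared at most 7. Of these loci, 6 were called in both progeny 6 and 7, against at most 2 in another pair.

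Of the 19 runs of windows in progeny 7, 3 that no Type L call covered lay on chromosome 12, from 115736159 to 115776110 (14 probes, −0.36), from 115882639 to 116013839 (10 probes, −0.31) and from 116204674 to 116227438 (13 probes, −0.31). The other mice lay between −0.08 and 0.11 there. They were chosen after their values were seen and are close to the threshold of 0.3, and 26 runs in this mouse passed it in opposite directions on the exchanged arrays, so that false runs are not excluded. Their channels were not compared.

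The mean of parent 1 over the chromosome 3 interval was 62.3% of the loss of progeny 4 on the linear scale. The lowest of the random windows in parent 1 was at −0.17.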
